A study of Mus musculus with 35 samples.

How the data were processed

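Bulk RNA sequencing had been done on 35 skin samples of female C57BL/6J mice, an inbred laboratory strain. Per the labels, 25 Gy was given to the left flank at 3.6 Gy per min over 420 seconds, in mice 10 weeks old, and the treated skin was shaved afterwards with an electric razor. The series text gives 19 mice in 5 groups. Of the samples, 3 came from sham mice, which had no radiation, 16 were labelled radiated and 16 were labelled control, with 4 of each kind at weeks 1, 2, 3 and 4 after radiation. The sample labels number the radiated and control samples of a week alike from 1 to 4. With 35 samples from 19 mice, a radiated and a control sample of the same week and number were taken to come from 1 mouse, and that is where the pairing used here comes from. The protocol says that biopsies came from the radiated site and does not say where on the body the control skin was taken.

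Per the labels' protocols, biopsies were kept in RNAlater and frozen, total RNA was extracted with an RNeasy kit, sequencing was done by a commercial provider, and Kallisto and DESeq2 were used. Kallisto assigns reads to transcripts without a full alignment. The versions, the transcriptome release, the genome build, any trimming and the step from transcripts to genes were not stated. The deposited values are estimated counts per gene, with Ensembl identifiers and symbols. Between 29.5% and 32.5% of the values of a sample were not whole numbers, which is how such an estimate splits reads that fit several transcripts. The values were not scaled between samples: sample totals ran from 17362853 to 28487885 counts. They were rounded to whole numbers here. Genes that share near-identical sequence, such as the Stfa, Sprr2 and Krtap families and pseudogenes, have counts that depend on this splitting and are less certain than those of other genes.

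A gene with 3 counts, taken here as the floor, makes up between 1.05e-05% and 1.73e-05% of a library. Intervals and floors of this kind cover counting error only, because reads without molecular identifiers are not independent molecules. A fold given as at least some value sets the mean CPM of the other group against this floor. It leaves out the spread between samples. No 2 libraries held identical values among 595 pairs. Among the 51 pairs of libraries of one group, the lowest reduced chi-square of the counts was 21.2, so no pair agreed within sampling noise and each library was counted as 1 replicate.

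Differences were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, libraries were scaled with TMM factors (trimmed mean of M values), and the quasi-likelihood F test was used with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were counted as differing. Radiated and control samples of a week were fitted on their own, as were radiated and sham samples and control and sham samples, with no other term in the model. The change of the radiated-minus-control difference over time was tested in 1 model of the 32 radiated and control libraries, with an F test of the 3 interaction terms of week and radiation and with a contrast for each step from one week to the next. The standard error of a log2 fold change was taken as its size divided by the square root of its F value. Expression levels are CPM, the count of a gene per 1e6 counts of its library, on TMM-scaled libraries, and log2 CPM uses a prior count of 2 over 19813 genes.

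A total of 8 gene sets had been written down before the data were examined: p53 target genes, keratinocyte stress and alarmin genes, proliferation genes, interferon-stimulated genes, hair follicle genes, collagen and matrix genes, adipocyte genes and skeletal muscle genes. Of the 18 hair follicle genes listed, 17 were matched, and Krt85 was not analysed here. Sets were tested with fry, the rotation-type test of mean direction in limma 3.58.1, on the edgeR object, and p-values were adjusted over the 32 set and week combinations. The mean log2 fold change of a set covers only its genes that passed the filter in that week. It can therefore cover different genes in different weeks. The score of a set in a sample is the mean log2 CPM over its genes with a mean of at least 0.1 CPM.

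Genes named in the results followed a rule written before the data were examined. For radiated against control samples these were, each week, the 3 genes with the largest increase and the 3 with the largest decrease among those with an adjusted p under 0.05, a mean of at least 5 CPM over the 8 samples, a symbol and the same direction in all 4 pairs. For control against sham samples they were the 2 with the largest increase and the 2 with the largest decrease past the same threshold and the same CPM minimum. For the time course they were the 3 genes with the smallest interaction p and a mean of at least 5 CPM. In addition, Cdkn1a, S100a8, Krt6a, Krt71, Col1a1, Adipoq and Mki67 are reported whatever their values, members of the gene sets could be named, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty served as a check of sex (Xist was not analysed here). Genes named outside this rule are marked as such. Gene positions are those of the same Ensembl identifiers in GENCODE M21 on GRCm38, an annotation that held 35866 of the identifiers. The authors' own build was not stated and may be another one; no measurement used a position.

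Alternatives fixed before the data were examined were size factors of the DESeq2 type, total-count scaling, no filter on low counts, the Wald test of DESeq2 1.42.0 (its likelihood ratio test for the interaction), all 35 samples in 1 fit, the replicate number as a block, an added limit of 1 on the absolute log2 fold change, the median over a set's genes, and leaving out each replicate in turn. Whether same-numbered samples deviate together was checked by correlating, across 19813 genes, their deviations from their group means.

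The scripts were tested on simulated counts with 200 genes changed 4-fold. The dispersion (variance beyond counting error) was fixed at 0.08 for every gene and was not taken from these data. With 4 against 4 samples, edgeR recovered 99.5% of the changed genes among 17770, and 3.4% of its calls were unchanged genes; for DESeq2 the values were 99.5% and 11.9%. With 4 against 3 samples edgeR recovered 97.5% among 17639 genes. With an added effect of each mouse (SD 0.4 in natural log, not fitted to these data), the fit without a block recovered 14.5% and the fit with the block 98.5%. The interaction F test recovered 93.5% among 17864 genes, and no gene was called for a step in which nothing had been changed. A correction for GC content and a fit with a covariate, both used in the additional observations, recovered 96.0% and 92.5% among 17731 genes, with 1.5% and 4.6% of the calls being unchanged genes. The simulated covariate was unrelated to the groups, while the muscle score, for example, had a correlation with group of -0.95 in week 3. The 92.5% therefore does not cover fits with a covariate related to the groups. Transcript lengths and GC content came from GENCODE M21. Figures were drawn with matplotlib 3.10.9.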

Results

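RNA was measured by bulk sequencing in 35 skin samples from 19 female mice of the inbred laboratory strain C57BL/6J. Radiated skin, which had received 25 Gy, and control skin were sampled at weeks 1, 2, 3 and 4 after radiation, with n = 4 in each of these groups, and sham skin was taken from 3 mice without radiation. The total count per sample ran from 17362853 to 28487885, and 7638 genes had a count of 0 in every sample. The mean share of counts in the 10 genes with the most counts lay between 7.1% ± 1.0 (SD, n = 4) in radiated skin of week 3 and 12.4% ± 1.7 (SD, n = 4) in control skin of week 2. The labels name no sequencing batch or date. All comparisons between weeks are also comparisons between different mice.

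In a principal component analysis of log2 CPM over 19813 genes, the first component held 29.8% and the second 13.7% of the variance. On the first component, the mean of radiated skin was -2.8 ± 18.6 (SD, n = 4) in week 1, -0.3 ± 30.2 in week 2, 97.3 ± 24.7 in week 3 and 92.9 ± 16.4 in week 4. Control skin lay between -71.5 and -17.6 in all weeks, and sham skin lay at -30.7 ± 6.6 (SD, n = 3). On the second component sham skin lay at 89.9 ± 38.7.

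**Figure D1:**
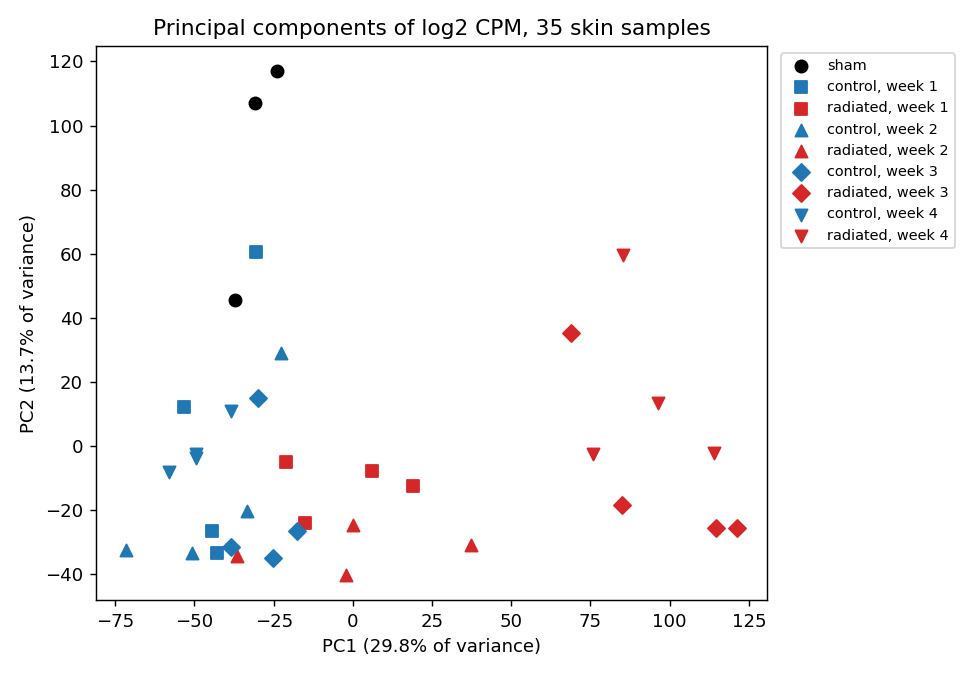
Each point is one of the 35 samples, placed by its first (29.8% of variance) and second (13.7%) principal component of log2 CPM, coloured by group. The radiated samples of weeks 3 and 4 lie at 68.8 or higher on the first component, and all control and sham samples lie at -17.6 or lower.

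Radiated and control skin of the same week were compared to find what radiation changed in the skin and when. In week 1, edgeR gave 0 of 17578 tested genes an adjusted p under 0.05, and 2477 genes had an unadjusted p under 0.05. In week 2 it was 1 gene of 17345, and 2388 genes had an unadjusted p under 0.05. With the replicate number as a block, the counts were 0 in week 1, where 2570 genes had an unadjusted p under 0.05, and 641 in week 2, of which 494 were higher and 147 lower in radiated skin. Across 19813 genes, which are not independent replicates, the deviations of same-numbered radiated and control samples from their group means had a mean correlation of 0.07 in week 1 and 0.17 in week 2, against -0.02 and -0.06 for samples of other numbers. The alternative that moved these counts most was the Wald test of DESeq2, with 423 genes in week 1 and 734 in week 2. This test had given 11.9% unchanged genes among its calls on simulated data. With total-count scaling the median log2 fold change of all genes in week 1 shifted by 0.136.

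The gene that passed in week 2 was Hoxb9 (ENSMUSG00000020875, chromosome 11, 96271457 to 96276595, GRCm38). Its expression was 14.24 ± 3.92 CPM in radiated skin and 2.426 ± 0.357 CPM in control skin (SD, n = 4 each), and it was higher in 4 of 4 pairs. The log2 fold change was 2.55 (SE 0.264, adjusted p 0.0363 in edgeR). With the block it was 2.51 (adjusted p 0.00717 in edgeR). Over all alternatives the adjusted p ranged from 4.1e-15 with the DESeq2 Wald test to 0.275 with edgeR after leaving out replicate 4 of the control skin.

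In week 3, 4805 of 17653 tested genes (27.2%) had an adjusted p under 0.05 in edgeR, 2408 higher and 2397 lower in radiated skin. In week 4 the count was 8643 of 17850 (48.4%), 4321 higher and 4322 lower. With the block, 3721 genes passed in week 3 (1769 higher, 1952 lower) and 7623 in week 4 (3819 higher, 3804 lower), and 3567 and 7470 of these also passed without it. The mean correlation of same-numbered samples across genes was 0.05 in week 3 and -0.02 in week 4, against -0.02 and 0.01 for other numbers. Total-count scaling moved the week 3 split to 4054 higher and 1270 lower of 5324 genes, with a shift of the median log2 fold change by 0.237. In week 4 it gave 4900 higher and 3572 lower of 8472 genes, with a shift of 0.089. The directions of small changes in week 3, and to a lesser degree in week 4, therefore depended on the scaling. Of the genes tested in both weeks, 3767 passed in both, against 2340 from chance overlap, and 3727 of them had the same direction.

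**Figure D2:**
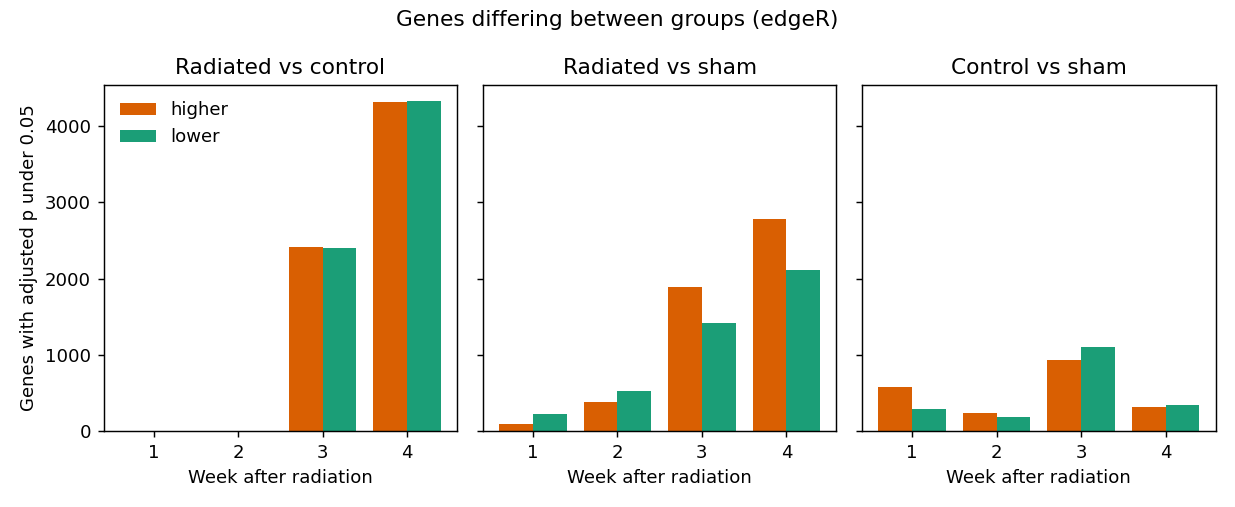
Bars give the number of genes with an adjusted p under 0.05 in edgeR, higher and lower in the group named first, by week after radiation. Radiated against control skin rises from 0 genes in week 1 to 4321 higher and 4322 lower in week 4, while control against sham skin peaks at 927 higher and 1109 lower in week 3.

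Among genes with at least 5 CPM and the same direction in all 4 pairs, the largest increases in week 3 were those of Krt6b, Stfa2 and Mmp13. Krt6b (chromosome 15, 101676023 to 101680287) reached 1880 ± 1480 CPM in radiated skin against 4.393 ± 6.93 CPM in control skin (SD, n = 4 each; adjusted p 0.00257 in edgeR). Stfa2 (chromosome 16, 36403992 to 36408457) was at least 64-fold higher and Mmp13 (chromosome 9, 7272514 to 7283331) at least 87-fold higher, since their counts in control skin did not pass the floor. These folds hold for the mean of radiated skin, with 10.97 ± 10.6 CPM for Stfa2 and 14.95 ± 13.3 CPM for Mmp13 (SD, n = 4 each). The largest decreases were those of Mstn, Il22ra2 and Mrgprb9-ps. Mstn (chromosome 1, 53061640 to 53068079) had a log2 fold change of -5.09 (SE 0.495, adjusted p 0.00073 in edgeR), in samples whose skeletal muscle score was lower in 4 of 4 pairs. Il22ra2 (chromosome 10, 19621998 to 19634681) had -5.03 (SE 0.75) and Mrgprb9-ps (chromosome 7, 48590802 to 48591693), a pseudogene, -4.98 (SE 0.747). With the block, the adjusted p of these 6 genes in edgeR lay between 0.00207 and 0.0124. The counts of Krt6b, Stfa2 and Mrgprb9-ps are uncertain because near-identical genes share reads with them.

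In week 4 the largest increases were those of Stfa1, Krt6b and Sprr2d. Stfa1 (chromosome 16, 36276951 to 36285373) was at least 150-fold higher and Sprr2d (chromosome 3, 92339140 to 92340873) at least 136-fold higher. Krt6b was at 2548 ± 523 CPM in radiated skin and 1.584 ± 0.206 CPM in control skin (SD, n = 4 each), a log2 fold change of 10.66 (SE 0.231, adjusted p 1.49e-08 in edgeR). The largest decreases were those of Hamp2, Ccl27b and Mrgprb11-ps, with log2 fold changes of -5.99, -5.80 and -5.61. They lie on chromosome 7 (30922372 to 30924681), chromosome 4 (42655251 to 42656005) and chromosome 7 (48684621 to 48685614). With the block, the adjusted p of the 6 genes in edgeR lay between 1.6e-06 and 0.000894. All 6 belong to families with near-identical members, so their counts are uncertain.

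The 8 gene sets gave 32 tests, of which 11 had an adjusted p under 0.05 in fry, 8 higher and 3 lower in radiated skin. With the block 8 passed. The keratinocyte stress and alarmin genes had a mean log2 fold change of 6.15 in week 3 (adjusted p 0.00064 in fry; with the block 6.01, adjusted p 0.00105) and 7.03 in week 4 (adjusted p 3.7e-06; with the block 7.02, adjusted p 0.000559). The collagen and matrix genes rose by 1.87 in week 3 (adjusted p 0.0275 in fry; with the block 1.91, adjusted p 0.0805) and by 3.87 in week 4 (adjusted p 2.55e-05; with the block 3.89, adjusted p 0.000559). The proliferation genes rose by 1.23 in week 3 (adjusted p 0.0275 in fry; with the block 1.27, adjusted p 0.0294) and by 1.11 in week 4 (adjusted p 0.0142; with the block 1.17, adjusted p 0.0805). The interferon-stimulated genes rose by 1.51 in week 4 (adjusted p 0.00324 in fry; with the block 1.62, adjusted p 0.0419). The p53 target genes rose by 0.19 in week 4 (adjusted p 0.0275 in fry; with the block adjusted p 0.136). The skeletal muscle genes had mean log2 fold changes of -1.07 in week 1, -0.98 in week 2 (adjusted p 0.0275 each in fry) and -2.19 in week 3 (adjusted p 0.00313). With the block these were -1.16 (adjusted p 0.1 in fry), -1.02 (adjusted p 0.0553) and -2.30 (adjusted p 0.0419). The mean correlations of same-numbered samples, across genes, were 0.07, 0.17, 0.05 and -0.02 in weeks 1 to 4. Leaving out single replicates moved a set most, the hair follicle genes in week 3, from -3.75 to 2.65. The block also brought 2 sets under 0.05 in fry, the interferon-stimulated genes in week 1 (0.76, adjusted p 0.0369) and the collagen and matrix genes in week 2 (0.88, adjusted p 0.0369).

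**Figure D3:**
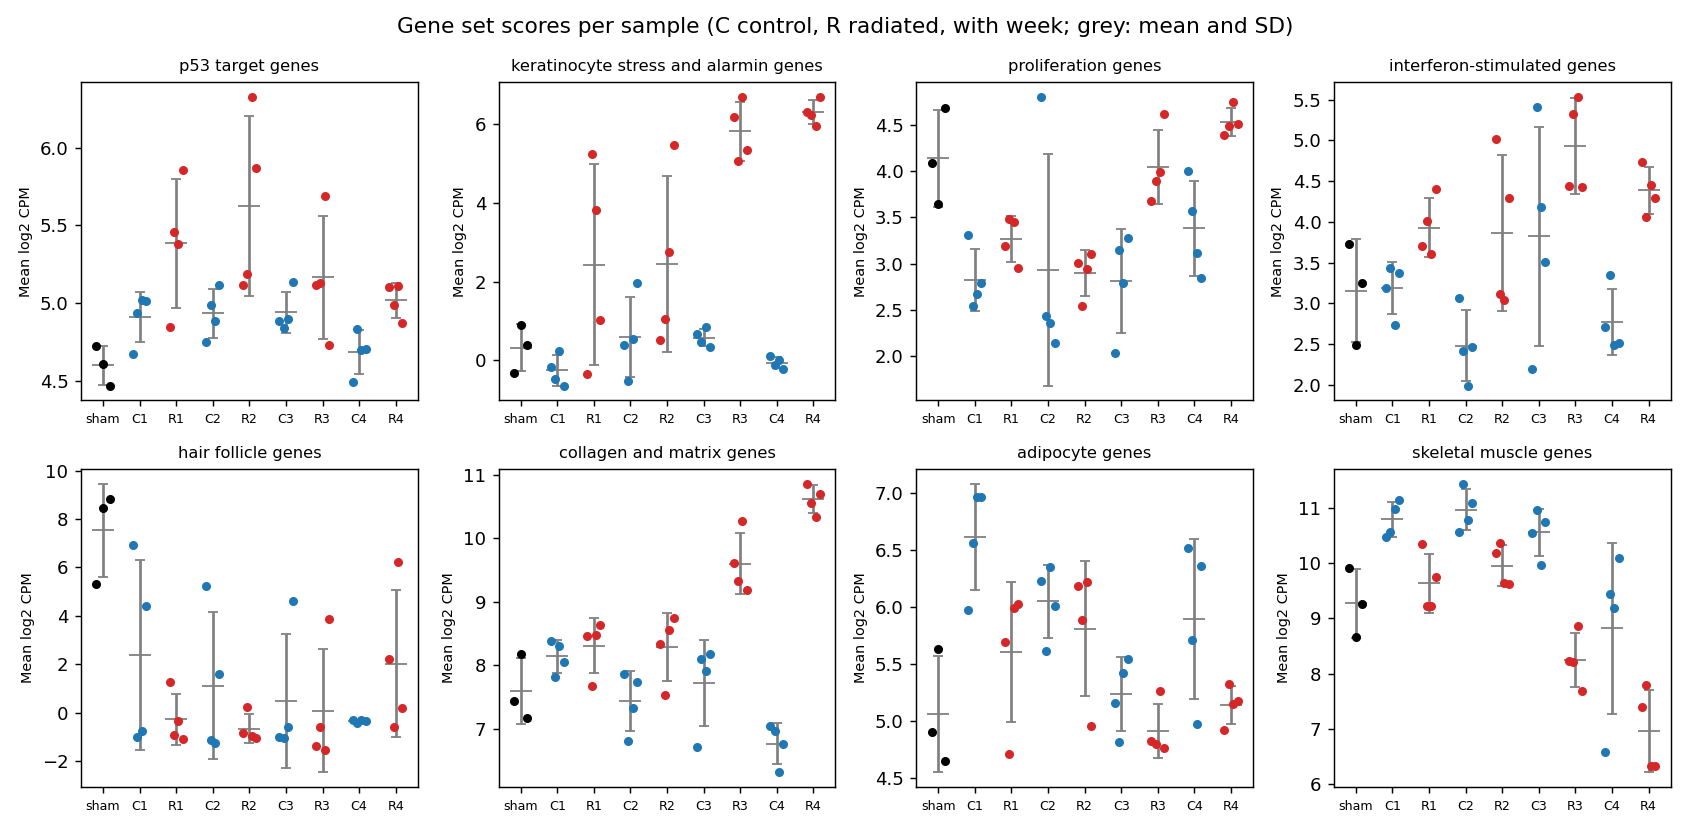
Each point is the score of one sample, the mean log2 CPM of the genes of a set, with the group mean and SD in grey. The stress and alarmin score lies between 5.07 and 6.7 in the radiated samples of weeks 3 and 4 and between -0.64 and 1.96 in all control samples.

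The hair follicle genes did not pass in any week (adjusted p from 0.287 to 0.583 in fry), and their score was 2.38 ± 3.91 in control skin of week 1 and 2.02 ± 3.04 in radiated skin of week 4 (SD, n = 4 each). The score of sham skin was 7.52 ± 1.94 (SD, n = 3). The adipocyte genes did not pass either (adjusted p from 0.0673 to 0.583 in fry). Taking the genes of all 8 sets as one list, 0, 0, 41 and 76 genes of the list passed in weeks 1 to 4 when p was adjusted over all tested genes. Adjusted over the list alone, 44 of 89, 42 of 90, 46 of 95 and 81 of 96 passed in edgeR. In weeks 1 and 2, 49 and 55 genes of the list had an unadjusted p under 0.05.

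Of the genes reported whatever their values, Krt6a (chromosome 15, 101689910 to 101694307) had log2 fold changes of 2.70, 2.30, 3.09 and 4.69 in weeks 1 to 4, with adjusted p of 0.24, 0.215, 0.000732 and 2.2e-07 in edgeR. With the block the adjusted p was 0.309, 0.115, 0.00543 and 1.62e-05. Col1a1 (chromosome 11, 94936224 to 94953042) changed by 0.47, 0.78, 0.99 and 4.10, with adjusted p of 0.597, 0.469, 0.267 and 9.54e-06 in edgeR, and with the block by 0.39, 0.73, 1.37 and 4.19, with adjusted p of 0.389, 0.202, 0.151 and 9.03e-05. S100a8 (chromosome 3, 90668978 to 90670035) was below the filter in weeks 1 and 2 and rose by 6.91 in week 3 and 6.27 in week 4 (adjusted p 0.00181 and 2.34e-05 in edgeR; with the block 0.00543 and 0.000516). Cdkn1a (chromosome 17, 29090976 to 29100727) changed by 0.18, 1.09, -0.33 and -0.32, with adjusted p of 0.823, 0.246, 0.339 and 0.0291 in edgeR and of 0.762, 0.0459, 0.379 and 0.0477 with the block. In week 4 it had an adjusted p of 0.101 with total-count scaling, so that decrease rested on the scaling.

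Mki67 (chromosome 7, 135689784 to 135716361) changed by 0.15, -0.94, 0.84 and 0.70 in weeks 1 to 4, with adjusted p of 0.721, 0.558, 0.0912 and 0.0752 in edgeR and of 0.6, 0.905, 0.0111 and 0.0495 with the block. Its week 2 value turned to 0.48 after leaving out replicate 1 of the control skin. Adipoq (chromosome 16, 23146536 to 23158028) changed by -1.30, -0.34, -0.68 and -0.93, with adjusted p of 0.19, 0.633, 0.0255 and 0.066 in edgeR and of 0.176, 0.488, 0.029 and 0.0422 with the block. In week 3 its adjusted p was 0.106 in edgeR with total-count scaling. Krt71 (chromosome 15, 101733949 to 101743109), a hair follicle keratin, changed by -5.84, -7.47, -0.79 and 8.58, with adjusted p of 0.291, 0.224, 0.831 and 0.00675 in edgeR. With the block it changed by -4.95, -4.99, 0.045 and 5.90, with adjusted p of 0.299, 0.425, 0.982 and 0.0228. Its expression in radiated skin of week 4 was 354.3 ± 654 CPM (SD, n = 4), so the SD exceeded the mean. The DESeq2 Wald test is not read there. A missing adjusted p of that test was stored as the highest possible value, which Krt71 had.

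**Figure D4:**
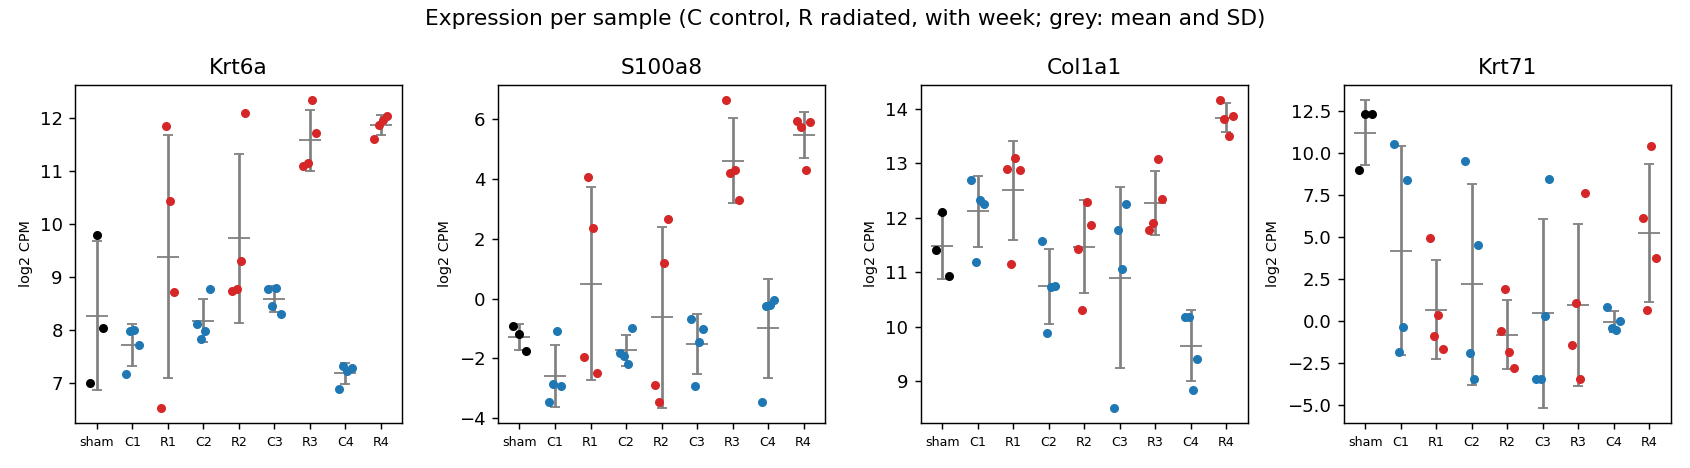
Points are log2 CPM of Krt6a, S100a8, Col1a1 and Krt71 in each sample, by group and week, with the group mean and SD in grey. Col1a1 lies between 11600 and 18200 CPM in the 4 radiated samples of week 4 and between 456 and 1160 CPM in the 4 control samples of that week.

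Whether the difference between radiated and control skin changed over time was tested in the 32 radiated and control libraries. It varied over weeks 1 to 4 in 3013 of 19338 genes (adjusted p under 0.05 in the edgeR F test), and in 3065 with the block. Leaving out replicate number 3 moved this count most, to 960. From week 1 to week 2, 0 genes changed, and 1296 had an unadjusted p under 0.05; with the block it was 0 and 1359. From week 2 to week 3, 1335 genes changed, 543 upward and 792 downward, and with the block 1475, 533 upward and 942 downward. From week 3 to week 4, 81 genes changed, 51 upward and 30 downward, and with the block 175, 128 upward and 47 downward. Total-count scaling moved these splits to 822 upward and 442 downward of 1264 genes for the step to week 3 and to 9 upward and 52 downward of 61 for the step to week 4. The genes with the smallest interaction p were Pcsk5 (chromosome 19, 17432319 to 17837632), Spp1 (chromosome 5, 104435118 to 104441050) and Col12a1 (chromosome 9, 79598991 to 79718831), with adjusted p of 1.11e-06, 1.11e-06 and 1.3e-06 in the edgeR F test and of 8.2e-05, 0.000122 and 0.000121 with the block. Their log2 fold changes between radiated and control skin were 0.06, -0.21 and 0.56 in week 1 and 3.83, 6.60 and 4.69 in week 4.

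Radiated skin was also compared with the skin of sham mice. In edgeR, 319 of 18228 genes had an adjusted p under 0.05 in week 1 (99 higher, 220 lower), 912 in week 2 (389 higher, 523 lower), 3308 in week 3 (1896 higher, 1412 lower) and 4899 in week 4 (2781 higher, 2118 lower). Leaving out replicate 3 of the radiated skin took the week 1 count to 1, the largest change as a ratio, and a single fit of all 35 samples took the week 3 count to 6402, the largest change in genes. With total-count scaling, week 2 gave 277 higher and 688 lower of 965 genes, with a shift of the median log2 fold change by -0.134. Of the genes with an adjusted p under 0.05 against sham skin in week 4, 4235 also passed against control skin, 4214 of them in the same direction, and 2336 were expected from chance overlap, but the same 4 radiated samples entered both comparisons, which alone raises the overlap. Mki67 was lower than in sham skin in week 1 (log2 fold change -1.37, SE 0.234, adjusted p 0.0216 in edgeR) and week 2 (-1.75, SE 0.228, adjusted p 0.00826). In control skin it was also lower than in sham skin in week 1 (-1.50, SE 0.268, adjusted p 0.0324 in edgeR) and week 3 (-1.52, SE 0.359, adjusted p 0.0322). In week 4 Col1a1 was higher than in sham skin by 2.33 (SE 0.336, adjusted p 0.00175 in edgeR), Krt6a by 3.19 (SE 0.62, adjusted p 0.00657) and S100a8 by 7.19 (SE 0.534, adjusted p 0.000143). Control skin of week 4 differed from sham skin by -1.82 for Col1a1 (SE 0.376, adjusted p 0.0418 in edgeR), -1.55 for Krt6a (SE 0.536, adjusted p 0.147) and 0.85 for S100a8 (SE 0.85, adjusted p 0.594). Krt71 in radiated skin differed from sham skin by -8.81, -11.68, -6.10 and -3.27 in weeks 1 to 4 (adjusted p 0.0383, 0.00706, 0.101 and 0.212 in edgeR) and in control skin by -2.95, -4.21, -5.37 and -11.90 (adjusted p 0.364, 0.309, 0.165 and 0.00734). Its higher level in radiated than in control skin of week 4 was thus a difference from control skin far below sham skin. Adipoq in control skin of week 1 was above sham skin by 1.93 (SE 0.327, adjusted p 0.0309 in edgeR), and in no week did it or Cdkn1a pass between radiated and sham skin.

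Control skin was compared with sham skin, since the control samples were taken to come from radiated mice and the sham samples came from mice without radiation. In edgeR, 881 of 17893 genes had an adjusted p under 0.05 in week 1 (586 higher, 295 lower), 435 in week 2 (245 higher, 190 lower), 2036 in week 3 (927 higher, 1109 lower) and 655 in week 4 (315 higher, 340 lower). With the block, which pairs different mice here, the counts were 0 in week 1, where 2607 genes had an unadjusted p under 0.05, and 1 in week 2. The mean correlation of same-numbered samples across genes, which are not replicates, was -0.26 in week 1 and -0.11 in week 2, against 0.09 and 0.04 for other numbers. The largest other counts were 2974 with the DESeq2 Wald test in week 1 and 2199 after leaving out replicate 1 of the control skin in week 2. Total-count scaling turned the split to 361 higher and 469 lower in week 1, 198 and 322 in week 2, and 571 and 1951 in week 3, with shifts of the median log2 fold change by -0.15, -0.176 and -0.167. Of the genes that passed, 190 were shared by weeks 1 and 2 and 306 by weeks 2 and 3, where independent lists would share 22 and 50. The same 3 sham samples entered each comparison, which alone raises the overlap, so these values cannot show sharing beyond chance.

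The largest increases of control over sham skin included Fosl1 (chromosome 19, 5447547 to 5455946) in weeks 1 to 3, with log2 fold changes of 5.29, 4.96 and 6.15 (adjusted p 0.0303, 0.0293 and 0.000147 in edgeR). Per2 (chromosome 1, 91415982 to 91459324) rose by 4.34 in week 2 (adjusted p 0.0088 in edgeR), in samples whose clock gene index lay between 1.17 and 2.17, against -0.32 to 0.3 in sham skin. Fos (chromosome 12, 85473890 to 85477273) and Atf3 (chromosome 1, 191170296 to 191218039) rose by 3.39 and 3.07 in week 4 (adjusted p 0.0499 and 0.0205 in edgeR), and with DESeq2-type size factors Fos had an adjusted p of 0.0515. Ccr1 (chromosome 9, 123962124 to 123968692) rose by 4.40 in week 3 (adjusted p 0.0373 in edgeR). The largest decreases were those of hair keratin-associated genes on chromosome 16, whose counts are uncertain because of near-identical copies, in samples that had a lower hair follicle score than sham skin. In week 2 Krtap19-2 was at least 473-fold and Krtap21-1 at least 201-fold lower in the group mean. Their levels in sham skin were 74 ± 100 and 31.49 ± 26.8 CPM (SD, n = 3), so these folds do not hold for each sample. In week 3 Krtap19-2 and Krtap6-2 had log2 fold changes of -7.84 and -7.57. In week 4 Krtap11-1 was at least 254-fold and Krtap22-2 at least 185-fold lower in the group mean. In week 1 the pseudogene Gm28661 was higher by 5.27 and H1f1 and the pseudogene Gm2792 had log2 fold changes of -2.42 and -2.73 (adjusted p 0.0307, 0.0407 and 0.0418 in edgeR).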

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

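The tests of scaling, library depth, single replicates, GC content and length, muscle content, time of day and handling described here were chosen only after the results had been seen, while the counts over other splits of the samples had been chosen before.

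In 136 groups of 4 samples, over gene levels, set scores, totals and shares of counts, 10 had 1 sample far from the other samples of its group, where chance gives 6.8. The measure was the gap from that sample to the nearest other one, divided by the range of the group. Of these, 8 were gene levels or set scores. In radiated skin, Col1a1 in week 1 had a ratio of 0.887, with replicate 2 at 11.15 and the others at 12.87 to 13.09 log2 CPM. Replicate 4 of week 2 lay apart for Krt6a (0.836; 12.1 against 8.75 to 9.3) and for Adipoq (0.904; 5.14 against 6.27 to 6.39). Replicate 3 of week 3 lay apart in its adipocyte score (0.88; 5.27 against 4.77 to 4.83) and in its total count (0.865; 25942860 against 18450709 to 19513495 counts). S100a8 in week 4 had a ratio of 0.882, with replicate 3 at 4.32 and the others at 5.74 to 5.93. In control skin, replicate 4 of week 1 had a larger share of counts in the top 10 genes (0.848; 12.69% against 9.53% to 10.01%). Replicate 1 of week 2 had a higher proliferation score (0.894; 4.8 against 2.15 to 2.43), replicate 4 of week 3 a higher hair follicle score (0.921; 4.62 against -1.05 to -0.6), and replicate 1 of week 4 a lower level of S100a8 (0.939; -3.46 against -0.25 to -0.04).

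Of the 8 gene levels and scores, 6 still lay apart with total-count scaling and 8 with every library thinned to the smallest total, so neither scaling nor depth accounts for most of them. The number found is close to that from chance. The low S100a8 value rests on a count of 0. Replicate 1 of control week 2 also had a hair follicle score of 5.22, and replicate 4 of radiated week 3, which shares the number of the control sample with the high hair score, had 3.85. The labels give no variable that differs within a group, and no biological explanation was tested.

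A difference between weeks in the effect of radiation was found by testing the difference itself. It varied over weeks 1 to 4 in 3013 genes (edgeR F test). For comparison, mice of the same number were reassigned among the weeks, with both samples of a mouse kept together. Among 100 such splits, the real one included, 1 gave as many, with 1922 genes in the largest other split. For the step from week 2 to week 3, which changed 1335 genes, 1 of 8 such splits gave as many, and for the step from week 3 to week 4, which changed 81 genes, 1 of 8. With 8 splits the share cannot fall under 0.05. A number stands for different mice in the 2 weeks, however, so all 35 splits can be compared. For each of these 2 steps 1 of the 35 gave as many, a share under 0.05, with largest other counts of 2 and 8. This argues against a chance division of the mice, and does not bear on other differences between the weeks. For the step from week 1 to week 2, with 0 genes and 1296 at an unadjusted p under 0.05, 8 of 8 splits gave as many. The directions of both later steps moved with the scaling.

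Depth and base composition were tested on the difference between radiated and control skin within weeks 3 and 4, and not in week 2 or on the steps themselves. With every library thinned to the smallest total, 4594 of the genes that passed in week 3 (95.6%) and 8191 of those in week 4 (94.8%) still passed. With a correction for GC content and length in each library, for which 99.8% of the tested genes had a value, 4412 (91.9%) and 8096 (93.7%) did. With the muscle score as a covariate 5625 genes (65.1%) kept an adjusted p under 0.05 in week 4 and 0 in week 3. In week 3 every radiated sample scored lower than every control sample for muscle (7.69 to 8.86 against 9.97 to 10.96), so a fit within that week cannot separate muscle content from radiation. Replicate 1 of control week 4, however, had a muscle score of 6.58, below all radiated samples of week 3, and a stress and alarmin score of 0.105, against 5.07 to 6.69 in those samples. Each week was also a different set of mice, and the clock gene index of control skin was 1.61 ± 0.33 and 1.64 ± 0.41 in weeks 1 and 2 but -0.44 ± 0.29 and -0.17 ± 0.24 in weeks 3 and 4 (SD, n = 4 each). A collection at another time of day may contribute to differences between weeks, which was not tested on the steps. Within pairs, the index of radiated minus control skin was -0.54 ± 0.48 in week 3, lower in 3 of 4 pairs, and -0.85 ± 0.28 in week 4, lower in 4 of 4 (SD, n = 4 each), which a time of collection shared by both samples of a mouse would not produce. The immediate early gene score, a measure of tissue handling, was also lower in radiated skin in 4 of 4 pairs of week 4 (mean difference -1.94, from -2.33 to -1.31), with 6.49 to 6.9 in radiated and 7.79 to 9.22 in control skin. Since these ranges do not overlap, a fit within that week cannot separate handling from radiation. The sham samples, however, had immediate early gene scores of 5.75 to 7.08 and replicate 1 of control week 2 had 6.46, with stress and alarmin scores of at most 0.889 and collagen and matrix scores of at most 8.18 in these 4 samples, against at least 5.96 and 10.34 in radiated skin of week 4. An effect of radiation that grows after week 2 is a candidate explanation. For the stress and alarmin genes the set test did not show such growth. Their difference changed by 2.54 from week 2 to week 3 (adjusted p 0.248 in fry). From week 3 to week 4 it changed by 1.24 (adjusted p 0.576 in fry). Their mean log2 fold change was 4.1 in week 1 and 3.09 in week 2, without passing. These means covered 7 and 9 tested genes, against 12 and 13 in weeks 3 and 4, so they do not follow the same genes. Without replicate 4 of radiated week 2 the mean of that week was 0.81. The score uses the same genes in all samples. In radiated skin it was 2.43 ± 2.56, 2.45 ± 2.23, 5.82 ± 0.75 and 6.31 ± 0.31 in weeks 1 to 4 (SD, n = 4 each). Replicate 2 of radiated week 1 and replicate 4 of radiated week 2 scored 5.255 and 5.474. Low muscle content or a low handling score alone did not go with high stress and alarmin scores in the control and sham samples above. The same holds for the collagen and matrix genes and the handling score in week 4. Muscle scores were 6.58 in replicate 1 of control week 4 and 8.66 in sham replicate 2, against 7.69 to 8.86 in radiated week 3. Their collagen and matrix scores were 7.035 and 8.183, against 9.19 to 10.27 in radiated week 3. These values argue against low muscle content alone for this set in week 3, though they rest on few samples. For the other genes that passed in week 3, the effect cannot be told apart from muscle content. Of those that passed in week 4, 4235 also passed between radiated and sham skin, 4214 of them in the same direction. Handling scores of sham skin (5.75 to 7.08) spanned those of radiated skin of week 4 (6.49 to 6.9). This argues against a low handling score alone for these 4214 genes, although the same 4 radiated samples entered both comparisons. It does not clear them of muscle content, because muscle scores were 6.32 to 7.79 in radiated skin of week 4 and 8.66 to 9.9 in sham skin. Hair follicle scores differed as well, with -0.58 to 6.23 in radiated skin of week 4 and 5.29 to 8.81 in sham skin. For the remaining genes of week 4, the effect cannot be told apart from handling. Depth, GC content and length did not account for most of the genes that passed within weeks 3 and 4.

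The difference of the collagen and matrix genes between radiated and control skin grew by a mean log2 change of 2.03 from week 3 to week 4 (adjusted p 0.00223 in fry over 24 tests of 8 sets and 3 steps), upward in 12 of 12 genes. It was 1.87 with total-count scaling, 2.02 with thinned libraries and 2.01 with the block. Leaving out each replicate number in turn gave 1.78 to 2.26. Scaling, depth and single replicates therefore did not account for it. The difference of the skeletal muscle genes changed by 0.07 over the same step (adjusted p 0.651 in fry). GC content and the time of collection were not tested on this step. The score of the collagen and matrix genes rose from 9.6 ± 0.48 to 10.62 ± 0.22 in radiated skin and fell from 7.72 ± 0.68 to 6.76 ± 0.33 in control skin (SD, n = 4 each), and Col1a1 in control skin of week 4 was below sham skin by a log2 fold change of -1.82 (adjusted p 0.0418 in edgeR). The growth of the difference thus came from both kinds of skin, and a rise in radiated skin is at most a part of it.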

How the results depend on the processing

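Every alternative described here had been chosen before the data were examined and all of them were run; the cause was not tested for any of the changes given below. DESeq2-type size factors changed none of the 16 gene counts by more than 1.5 times and none of the 32 gene set results in direction or side of the threshold, and the median over a set's genes, which leaves the test itself as it is, changed the direction of none of the 32.

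With the DESeq2 Wald test, radiated against control skin gave 423 genes in week 1 and 734 in week 2, radiated against sham skin 1238 in week 1 and 2482 in week 2, and control against sham skin 2974, 1956, 3594 and 1855 in weeks 1 to 4. The steps between weeks gave 9, 2029 and 426 genes.

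With a single fit of all 35 samples, radiated against control skin gave 23 and 544 genes in weeks 1 and 2, radiated against sham skin 1224, 3257 and 6402 in weeks 1 to 3, and control against sham skin 1559 in week 2.

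With a limit of 1 on the absolute log2 fold change, radiated against control skin gave 2656 and 3666 genes in weeks 3 and 4, radiated against sham skin 2981 in week 4, control against sham skin 516, 1056 and 408 in weeks 1, 3 and 4, and the step from week 3 to week 4 gave 53. Without a filter on low counts, radiated against control skin gave 2 genes in week 2, radiated against sham skin 561 in week 1, control against sham skin 734 in week 2, and the step from week 3 to week 4 gave 50.

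With the replicate block, radiated against control skin gave 641 genes in week 2 and the step from week 3 to week 4 gave 175. Radiated against sham skin gave 126, 497 and 3160 genes in weeks 1, 2 and 4, and control against sham skin 0 in week 1 (2607 at an unadjusted p under 0.05), 1 in week 2, 477 in week 3 and 97 in week 4. In comparisons with sham skin the same numbers belong to different mice, and the mean correlation of same-numbered samples across genes lay between -0.05 and 0.06 for radiated skin and at -0.26, -0.11, -0.02 and -0.01 for control skin. Of the gene sets, the interferon-stimulated genes in week 1 (0.76) and the collagen and matrix genes in week 2 (0.88) came under an adjusted p of 0.05 in fry with the block. The collagen and matrix genes in week 3 (1.91), the p53 target genes in week 4 (0.19), the proliferation genes in week 4 (1.17) and the skeletal muscle genes in weeks 1 and 2 (-1.16 and -1.02) rose above it, each in the same direction. The log2 fold change of Krt71 in week 3 turned to 0.045.

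With total-count scaling, the interferon-stimulated genes in week 1 (0.89, adjusted p 0.0266 in fry) and the p53 target genes in week 3 (0.58, adjusted p 0.0296) came under an adjusted p of 0.05.

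Leaving out each replicate in turn gave from 0 to 232 and from 0 to 206 genes for radiated against control skin in weeks 1 and 2. For radiated against sham skin it gave from 1 to 543, from 107 to 1398 and from 1134 to 3965 genes in weeks 1 to 3. For control against sham skin it gave from 0 to 1803, from 0 to 2199, from 629 to 2438 and from 0 to 1705 in weeks 1 to 4. The variation over the 4 weeks gave from 960 to 1782 genes, the step to week 3 from 86 to 1076 and the step to week 4 from 0 to 94. In weeks 3 and 4 radiated against control skin gave from 3209 to 5071 and from 7548 to 8582 genes, within 1.5 times the full counts.

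Among the gene sets, 15 fits that left out a replicate lost an adjusted p under 0.05 in fry, 6 gained it and 3 reversed. It was lost in 5 of 8 fits for the skeletal muscle genes in week 1 and in 3 of 8 in week 2, in 4 of 8 for the collagen and matrix genes in week 3 and in 3 of 8 for the proliferation genes in week 3. Leaving out replicates gave from 0.30 to 0.61 for the p53 target genes in week 1. For the proliferation genes it gave from 0.35 to 0.64 in week 1, from -0.78 to 0.60 in week 2, where the direction reversed without replicate 1 of the control skin, and from 1.02 to 1.39 in week 3. For the adipocyte genes it gave from -1.13 to -0.76 in week 1, from -0.30 to 0.0094 in week 2, where it reversed without replicate 4 of the radiated skin, and from -1.08 to -0.60 in week 4. For the skeletal muscle genes it gave from -1.38 to -0.94, from -1.14 to -0.81 and from -2.47 to -1.68 in weeks 1, 2 and 4. For the collagen and matrix genes it gave from 0.73 to 1.20 in week 2 and from 1.59 to 2.00 in week 3. For the hair follicle genes in week 3 it gave from -3.75 to 2.65, reversed without replicate 4 of the control skin. Among single genes, Cdkn1a in week 1 ranged from -0.11 to 0.43, Mki67 in week 2 from -1.26 to 0.48 and Krt71 in week 3 from -6.88 to 7.09.

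For the other named genes, leaving out replicates made 86 results lose and 4 gain an adjusted p under 0.05. With the block 10 lost and 4 gained it, with a single fit 3 and 1, with total-count scaling 2 and 1, with the DESeq2 Wald test 1 and 3, and with DESeq2-type size factors 1 lost it. The 1 lost with the DESeq2 Wald test was Krt71 in week 4, whose adjusted p there may be a missing value. Depth limits genes near 3 counts, for which folds are given as lower bounds for the group means.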

Other observations

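The tests of hair follicle stage, time of day, handling, biopsy site, muscle content, library depth and Y-linked counts described here were chosen only after the results had been seen, while the counts over other splits had been chosen before.

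For radiated against control skin, 8 of the 35 splits of the 8 samples into 4 and 4 part all same-numbered samples. The other splits leave some same-numbered samples in one group. In week 1, 8 of these 8 splits gave as many genes as the real one, which gave 0 with 2477 at an unadjusted p under 0.05. In weeks 2, 3 and 4, 1 of 8 did, the real one itself. Over all 35 splits, 2 gave as many genes in week 2, and 1 in weeks 3 and 4, where the largest other counts were 0 and 1. For radiated against sham skin 1 of 8 splits gave as many genes in each week, with largest counts of 3, 147, 1427 and 0 in any other of the 35 splits. For control against sham skin it was also 1 of 8 in each week, with largest other counts of 149, 1573, 0 and 2 among the 35. The 1573 genes of another split in week 2 exceeded the 435 of the real one, so that count was not specific to the grouping. With 8 splits the share cannot fall under 0.05. In the comparisons with sham skin, however, same-numbered samples are different mice, so all 35 splits can be compared there. Of these, 1 gave as many genes as the real one for radiated against sham skin in each week and for control against sham skin in weeks 1, 3 and 4, a share under 0.05, and 2 did for control against sham skin in week 2, a share above it.

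Control skin differed from sham skin although neither was labelled radiated. A candidate explanation is the stage of the hair follicles. The hair follicle score was 0.91 ± 2.74 in the 16 control samples and 7.52 ± 1.94 in the 3 sham samples (SD), with an exact two-sided permutation p of 0.00206 over 969 choices (adjusted 0.00824 over 4 scores, smallest possible p 0.00103). In a fit of these 19 samples, 1146 genes passed without a covariate. With the hair follicle score in the fit 0 passed, and 1544 had an unadjusted p under 0.05. Because the score is itself far apart between the groups, this fit cannot separate hair stage from other differences of the sham mice. Shaving, age and the week of collection were not separable from it either.

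Tissue handling is another candidate explanation, and its score also differed between radiated and control skin in week 4, by -1.94 in the mean of 4 pairs. An immediate early gene score, from 10 genes that excluded those already named, was 7.98 ± 0.78 in control and 6.54 ± 0.7 in sham skin (exact two-sided permutation p 0.00826, adjusted 0.0165). With it as a covariate 583 of the 1146 genes (50.9%) still passed. A clock index, evening-phase minus morning-phase genes, did not differ over the 16 control samples (exact two-sided permutation p 0.315), and 892 genes (77.8%) still passed with it. By week, however, the index was 1.19 to 1.96 and 1.17 to 2.17 in control skin of weeks 1 and 2, above the -0.32 to 0.3 of sham skin, and -0.8 to 0.06 in weeks 3 and 4. The time of collection may therefore have differed in weeks 1 and 2, which the pooled test could not show and which was not tested by week. The muscle score did not differ (exact two-sided permutation p 0.148, adjusted 0.197).

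Hoxb9, the gene that passed in week 2, led to the question whether radiated and control skin came from different places along the body, which the labels do not state. Of 29 other Hox genes with at least 1 CPM, 2 moved the same way in all 8 pairs of weeks 1 and 2, Hoxc10 (mean log2 difference 2.55) and Hoxc11 (1.82), both chosen after their values were seen. A share of 0.66 of 10000 random gene lists matched on expression had as many, so Hox genes as a group gave no sign of a difference in site. The test does not bear on a difference limited to a few posterior genes, which might still come from the site.

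Few genes passed in weeks 1 and 2, and it was tested whether hair follicle stage varying between mice or skeletal muscle content varying between samples had hidden others. With the hair follicle score as a covariate 0 genes passed in week 1 and 0 in week 2, with 2218 and 2092 at an unadjusted p under 0.05, so more genes did not appear. The score itself had a lower mean in radiated than in control skin, -0.28 against 2.38 in week 1 and -0.66 against 1.11 in week 2, so the covariate took up part of the difference between the groups and the fit cannot rule out hair follicle stage. With the muscle score as a covariate the counts were also 0 and 0, with 183 and 649 at an unadjusted p under 0.05, but in both weeks every radiated sample scored lower for muscle than every control sample, so this fit says little. On simulated data of the same size edgeR recovered 99.5% of genes changed 4-fold. The simulated dispersion was fixed at 0.08, not taken from these data, and smaller changes were not simulated. Low power with 4 samples per group is therefore not excluded. With an added effect of each mouse edgeR recovered 14.5%. These covariate fits had no block. With the replicate block, 641 genes passed in week 2 and 0 in week 1, where 2570 had an unadjusted p under 0.05, and same-numbered samples had mean correlations across genes of 0.17 and 0.07. The simulated mouse effect was fixed at an SD of 0.4 (natural log) and not fitted to these data, so the 14.5% does not carry over to them. In control and sham skin of week 1, where same numbers are different mice, the mean correlation was -0.26. A value of 0.17 therefore does not by itself show an effect shared within a mouse. Variation between mice may have hidden genes in week 2, which these values leave open.

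The skeletal muscle score was lower in the radiated sample of 4 of 4 pairs in week 1, with mean pair differences of -1.15, -1.02 and -2.31 in weeks 1 to 3. In week 4 it was lower in 3 of 4 pairs, with differences from -3.77 to 0.82 and a mean of -1.86, and the set did not pass (adjusted p 0.166 in fry). A shallower biopsy of radiated skin is a candidate explanation for the 4 of 4 pairs. A loss of muscle RNA after radiation would give the same pattern, and the test cannot separate them.

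Y-linked genes had counts in these female mice, 175 to 501 for Kdm5d, 120 to 687 for Uty, 10 to 75 for Ddx3y and 2 to 29 for Eif2s3y. The highest share of the Y-linked gene in the counts of both copies was 0.375% for Ddx3y with Ddx3x, 0.536% for Eif2s3y with Eif2s3x, 7.48% for Kdm5d with Kdm5c and 31.5% for Uty with Kdm6a. The Ddx3y and Eif2s3y shares were low in all 35 libraries and gave no sign of a male mouse, while the Kdm5d and Uty shares were higher and were not explained. Reads shared with the X-linked copies were a candidate source. Over the 19 control and sham samples, 1 per mouse, Kdm5d and Kdm5c had a Spearman rho of 0.25 (permutation p 0.294, adjusted 0.588 over 4 gene pairs) and a Pearson r of 0.31 (permutation p 0.197, adjusted 0.656), and r was 0.22 without the 2 samples farthest from the median. The other 3 pairs had adjusted permutation p of 0.588 or higher for rho and 0.656 or higher for r. No relation was shown, and the source of these counts was not found.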
